A study of Mus musculus with 41 samples.

How the data were processed

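The series holds 41 mouse samples from 3 assays. RNA-seq was made from germ cells sorted for an Oct4-driven green fluorescent reporter, with 4 libraries labelled wild-type and 4 labelled Rhox10-null. Each RNA-seq library pooled the testes of 3 animals, per the labels. iSLAM-seq (sequencing of metabolically labelled RNA after switching on a transcription factor) was made from cultured germline stem cells, in which endogenous Rhox10 had been knocked down and either a Rhox10-ERT2 fusion or an empty ERT2 vector had been added. The fusion responds to 4-hydroxytamoxifen. There were 6 time points with 2 libraries per vector at each, 24 libraries in all. CUT&Tag, which cuts and tags DNA where an antibody binds, was made with 3 libraries in each of 3 groups.

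Both gene tables hold raw counts of reads per gene that the authors deposited, 1 column per library, per the file headers. The aligner, the counting tool and its strand setting are not stated in the labels. The labels give a directional library kit for RNA-seq and a 3′ end kit for iSLAM-seq. The iSLAM-seq table holds 1 count per gene and library, and its header does not say whether all reads or only reads with T-to-C conversions were counted. All 55536 gene identifiers in each table, and the start and end of every gene, matched the GENCODE M21 annotation of the GRCm38 build, and 55450 identifiers had a symbol. The peak table that the authors deposited gives each merged peak a score, a distance to the nearest transcription start site (TSS) and a gene, per the file headers. Each of its 5147 peaks lists all 3 RHOX10 libraries. The genome build of the peaks and the use of the control libraries as background are not stated. Among 5055 peaks whose gene lay on the same chromosome in GENCODE M21, the stated distance matched a TSS of that gene within 100 bases for 4768 and within 1 kb for 5020, so GRCm38 coordinates were used. It differed by over 10000 bases for 18 peaks. Signals of the antibody and empty-vector control libraries were not used here. The tables had 0 further numeric columns of samples.

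Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 installed, TMM scaling, the filterByExpr filter and Benjamini-Hochberg adjustment. Calls are genes with an adjusted p-value under 0.05. RNA-seq was fitted with genotype alone. iSLAM-seq was fitted with 12 group means over all 24 libraries, because 2 libraries per group alone give little information on spread. Each gene's estimate of spread was thus shared by all groups. Its contrasts were Rhox10 minus Ctrl at each time, their mean over 0.5 to 8 h, and an F-test of the change of that difference from 0 h. Standard errors of log2 fold changes were derived as the absolute log2 fold change divided by the square root of F. CPM values (counts scaled to a common library size) used TMM-scaled library sizes. Replicate numbers come from the sample titles and recur across groups. Pairing was tested by correlating the deviations of same-numbered libraries from their group means.

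A gene was peak-linked when the authors annotated a peak to it within 3 kb of the TSS. Overlaps were tested with Fisher's exact test, two-sided, over all tested genes. Confidence intervals of shares are 95% Wilson intervals from SciPy 1.17.1. They cover counting error only, because they treat peaks as independent and leave out variation between libraries. A list of 25 spermatogonial genes and a list of 17 somatic genes were written before the data were examined, as were the tests, the groups, the first set of alternatives and the rule for naming genes. That rule took Rhox10; list genes past the list-adjusted threshold with Dmrt1 and Zbtb16; the 4 largest rises and the 4 largest falls in RNA-seq among calls with a mean of at least 5 CPM and no overlap between genotypes; up to 4 rises and 4 falls of smallest p in the averaged iSLAM-seq contrast with 1 sign at all 5 induced times; and up to 8 peak-linked genes called in both assays with opposite signs. Of the genes selected by the rule, 1 is not reported here and was not replaced.

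The fits were tested on simulated counts with 200 changed genes, drawn from the real means and library sizes. The changed genes were well counted, and each was given an absolute log2 fold change of at least 1, up or down at random. In the data only 446 of 5071 RNA-seq calls and 864 of 7654 averaged iSLAM-seq calls changed that much. The simulation therefore does not describe smaller changes, nor a shift of most genes. The RNA-seq test recovered 195 of the 200 among 13186 genes, with 12 false calls. Among 19935 genes, the averaged iSLAM-seq contrast recovered 198 with 13 false calls, the 8 h contrast 162 with 15 false calls, and the test of change from 0 h 126 with 12 false calls. Alternatives were DESeq2 1.42.0, its size factors within edgeR, other filters, a replicate block, leaving out each library, fits of 1 time point, other peak distances, higher-scoring peaks and stratification by expression. Alternatives chosen after seeing the data were library totals without composition factors, removal of genes above 1% of any library, a GC and length offset, scaling to a list of 22 germline genes and linking peaks by GENCODE M21 start sites.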

Results

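RNA-seq, iSLAM-seq and CUT&Tag addressed which genes respond to RHOX10, an X-linked homeobox transcription factor, in mouse spermatogonial cells. The 8 RNA-seq libraries held 6602089 to 8278887 counts. A single gene, Gm42418, took 58.03% to 59.37% of the counts in wild-type libraries and 50.98% to 52.74% in those labelled null. The 8 genes above 1% of any library left 1379870 to 2128523 counts per library for the others. The 24 iSLAM-seq libraries held 9419615 to 12645845 counts. Correlations of log2 CPM were 0.972 to 0.981 within genotypes and 0.944 to 0.950 between them. The chi-square statistic per degree of freedom between replicates ran from 1.25 to 30.02, so no pair agreed within sampling noise. The highest value was that of the 2 Ctrl libraries at 0.5 h, which stayed in the fits, and the next was 5.13.

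The targeted gene was examined first. Rhox10 (ENSMUSG00000053909, GRCm38 chromosome X, 38066475 to 38071691, plus strand) had 3 to 10 counts in the wild-type libraries and 4 to 11 in the libraries labelled null. These were 0.716 ± 0.461 CPM (SD, n = 4) and 1.03 ± 0.392 CPM (SD, n = 4) of the raw library totals, which did not differ (exact permutation test over 70 arrangements, two-sided, p = 0.286). Rhox10 was not lower in the libraries labelled null. The gene-level counts therefore do not verify the genotype labels, and every direction below is that of the labels. The gene did not pass the filter on low counts.

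The comparison of genotypes tested 13538 genes. In the libraries labelled null, 2518 genes were higher and 2553 lower, 5071 in all. The split between directions depended on the scaling. Library totals without composition factors raised the median log2 fold change of all genes by 0.347 and gave 7229 higher and 629 lower. Scaling to 22 germline genes raised it by 0.875 and gave 12139 higher and 72 lower, the alternative that moved the count most. Fold changes below are relative to the TMM scaling.

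Of the 25 spermatogonial genes, 20 were tested. After adjustment over the list alone 18 were lower in the libraries labelled null and 0 were higher, and all 18 also passed the adjustment over all genes. The other 2 tested, Pou5f1 (log2 fold change -0.07, standard error 0.185) and Rarg (0.05, standard error 0.259), were not called. Pou3f1 (chromosome 4, 124656807 to 124660655) was at 6.10 ± 1.39 CPM (SD, n = 4) in wild-type and 1.79 ± 0.363 CPM (SD, n = 4) in libraries labelled null, a log2 fold change of -1.74 with a standard error of 0.211. Zbtb16 (chromosome 9, 48654297 to 48836222) was at 20.97 ± 1.61 and 6.599 ± 1.02 CPM (log2 fold change -1.66, standard error 0.109, edgeR list-adjusted p = 2.54e-18). Gfra1 and Ret changed by -1.57 and -1.52. Dmrt1 (chromosome 19, 25505618 to 25604329) was at 33.9 ± 2.88 and 23.0 ± 2.16 CPM (log2 fold change -0.56, standard error 0.0736, edgeR list-adjusted p = 3.83e-09). Foxo1 and Taf4b had the smallest falls, -0.26 and -0.25. The others called were Id4, Etv5, Bcl6b, Sohlh1, Sohlh2, Kit, Stra8, Sall4, Lhx1, Lin28a and T, with log2 fold changes from -1.36 to -0.68. Under scaling to the germline list 5 of these genes stayed lower, while Dmrt1, Foxo1 and Taf4b were higher, as were Pou5f1 and Rarg.

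**Figure D1:**
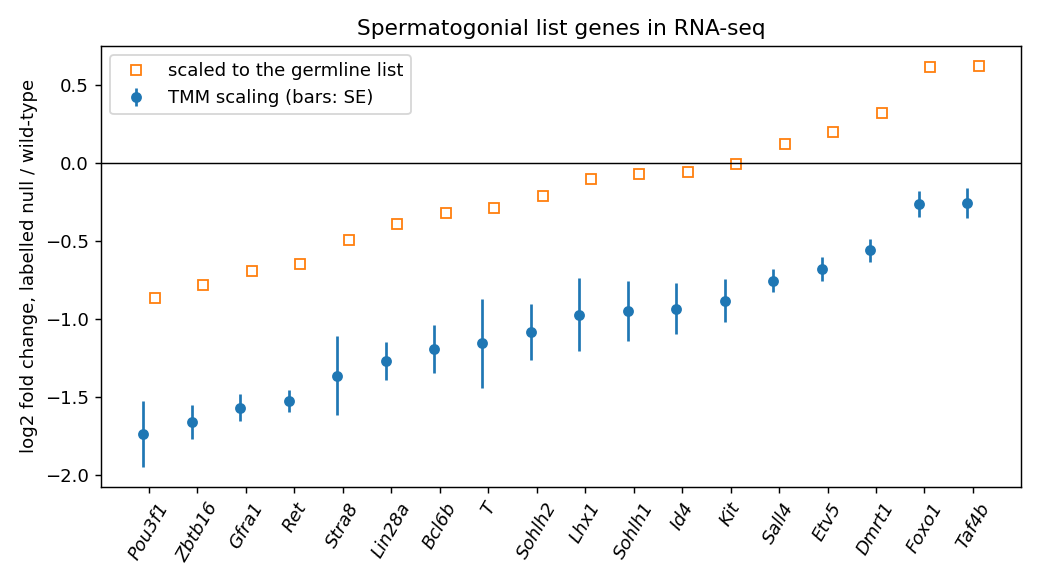
Log2 fold change (vertical axis) of the 18 spermatogonial genes called, with 4 libraries per genotype. Filled circles with standard error bars use TMM scaling and lie between -1.74 and -0.25, and open squares, scaled to 22 germline genes, lie between -0.86 and 0.62.

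The largest rises were in erythroid genes. Hba-a1 (chromosome 11, 32283511 to 32284465) was at 0.841 ± 0.369 CPM (SD, n = 4) in wild-type and 20.5 ± 1.66 CPM (SD, n = 4) in libraries labelled null. Hbb-bs, Hbb-bt and Slc4a1 had at most 2 counts in any wild-type library, so their changes are lower bounds against a floor of 3 counts. They were at least 30.5-fold, 19.4-fold and 21.4-fold higher. The globin copies share sequence, and their individual values are uncertain. The largest falls were in Tuba3b (log2 fold change -2.99, standard error 0.0912), Bc1 (-2.97, standard error 0.101), Tuba3a (-2.57, standard error 0.0778) and Tex11 (-2.43, standard error 0.176). Tuba3a and Tuba3b are near-identical, and reads could be divided between them.

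In iSLAM-seq, Rhox10 ranged from 34.1 to 46.7 CPM over the 12 Rhox10 libraries and from 0.202 to 2.42 CPM over the 12 Ctrl libraries. The difference was already present at 0 h (log2 fold change 4.79, edgeR adjusted p = 2.40e-08) and its change from 0 h did not pass the threshold (edgeR adjusted p = 0.746).

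**Figure D2:**
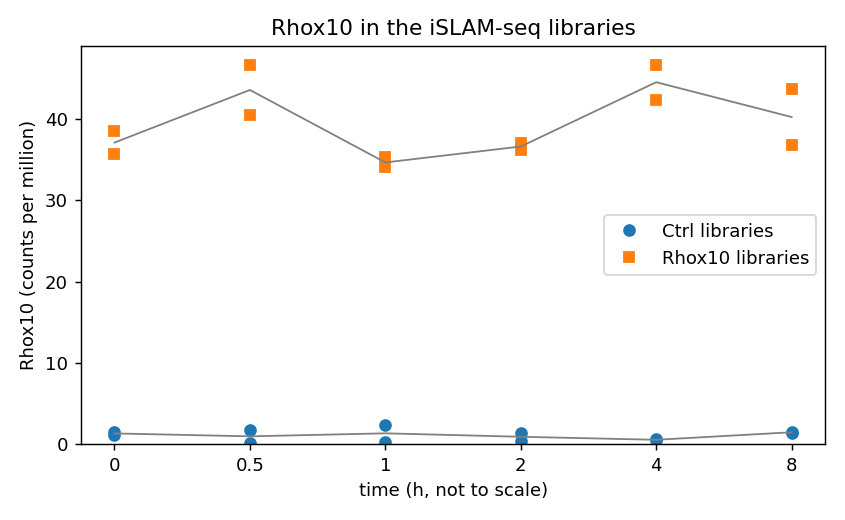
Rhox10 abundance in CPM (vertical axis) at each of 6 times in hours (horizontal axis, not to scale), with 1 point per library and lines through the means of 2. The Rhox10 libraries lie between 34.1 and 46.7 CPM at all times, 0 h included, and the Ctrl libraries at or below 2.42 CPM.

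Averaged over 0.5 to 8 h, 3859 of 20642 genes were higher in Rhox10 than in Ctrl and 3795 lower, 7654 in all. With the replicate number as a block there were 7687 calls, and the mean correlation of same-numbered libraries was 0.011. Requiring an absolute log2 fold change of at least 1 left 864 genes, the alternative that moved this count most. At 0 h, before induction, 1354 genes were higher and 892 lower. The numbers higher and lower were 1640 and 1343 at 0.5 h, 1239 and 806 at 1 h, 1256 and 814 at 2 h, 1336 and 1185 at 4 h, and 1663 and 1814 at 8 h. The Ctrl pair at 0.5 h agreed least of all pairs, and a fit of the 0.5 h libraries alone gave 0 calls. Of the 3477 calls at 8 h, 1267 were also called at 0 h, 1193 of them with the same sign. The test of change from 0 h called 494 genes, and the largest change of 361 of these was at 8 h.

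**Figure D3:**
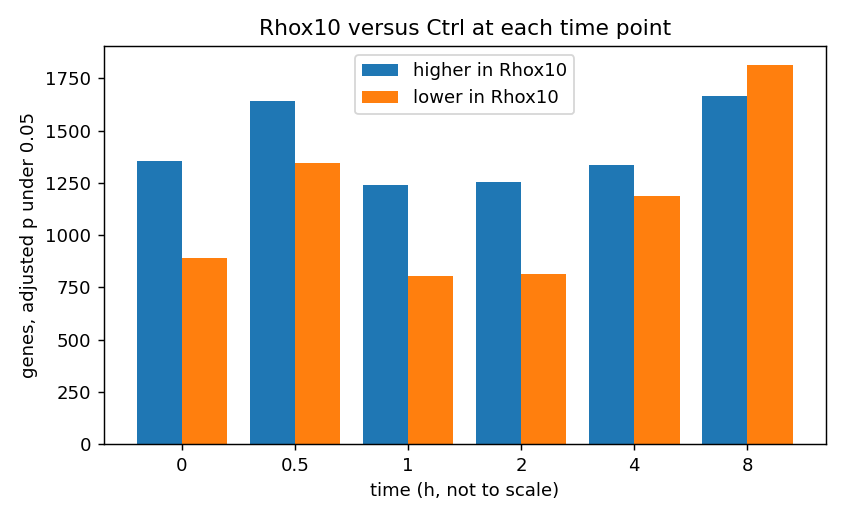
Genes with an adjusted edgeR p-value under 0.05 (vertical axis) that were higher or lower in Rhox10 than in Ctrl libraries at each time in hours (horizontal axis, not to scale), with 2 libraries per vector and time. At 0 h 2246 genes differed, and at 8 h 3477. A fit of the 0.5 h libraries alone gave 0 calls.

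The rises of smallest p were Bmp2, S100a6, Cdkn1a and Srxn1, with averaged log2 fold changes of 2.00 (standard error 0.0423), 0.78 (0.0179), 0.92 (0.0224) and 1.06 (0.0261). The falls reported were Egr3 (-1.24, standard error 0.039), Snord13 (-1.39, 0.0589) and Stag3 (-0.69, 0.0303). All 7 also differed at 0 h. Dmrt1 was at 492 ± 20.8 CPM (SD, n = 10) in Ctrl and 414 ± 27.5 CPM (SD, n = 10) in Rhox10 libraries over the 5 induced times, with an averaged log2 fold change of -0.25 (edgeR adjusted p = 1.65e-06). Zbtb16 changed by -0.29 (edgeR adjusted p = 6.75e-06). Neither was higher in Rhox10 libraries at any time, and neither changed from 0 h (edgeR adjusted p = 0.906 for Dmrt1 and adjusted p = 0.943 for Zbtb16). Of the 18 list genes called in RNA-seq, 13 were lower in Rhox10 libraries in the averaged contrast and 3 were not called. The other 2, Kit (averaged log2 fold change 0.30, edgeR adjusted p = 0.00239) and Stra8 (0.41, edgeR adjusted p = 2.18e-06), were higher. Bcl6b (-0.88) and Lhx1 (-1.002) were among the lower genes, and their differences changed from 0 h.

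The peak table listed 5147 RHOX10 peaks with a median length of 611 bases. By the authors' distances, 4380 (85.1%, Wilson 95% confidence interval 84.1% to 86.0%) lay within 3 kb of a TSS. Peak scores, which are the authors' own, ran from 13.7 to 2801. A peak with score 83.9 lay in exon 1 of 3 of Rhox10 (chromosome X, 38066406 to 38066893). Peaks were annotated within 3 kb of Pou3f1, Bcl6b, Foxo1, Id4, Kit, Sall4, T and Taf4b, and none of Zbtb16, Gfra1, Ret or Etv5. The peak annotated 4 bases from the TSS of Dmrt1 (chromosome 19, 25406416 to 25406896, score 208.7) lay inside Kank1, 43 bases from a Kank1 TSS and at -98962 bases (upstream) from the nearest Dmrt1 TSS in GENCODE M21.

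Among RNA-seq calls 26.4% were peak-linked, against 28.3% of the other genes (odds ratio 0.908, Fisher's exact p = 0.0162, two-sided). Among averaged iSLAM-seq calls 26.0% were peak-linked, against 16.3% of the others (odds ratio 1.81, Fisher's exact p = 6.57e-63, two-sided). Within deciles of mean expression the latter odds ratio was 0.903 (Mantel-Haenszel 95% confidence interval 0.8367 to 0.9754), on the other side of 1, and the share of peak-linked genes rose from 2.86% in the lowest decile to 35.9% in the highest.

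A gene raised by RHOX10 would be lower in null cells and higher on induction. The iSLAM-seq signs compared here are those of the averaged contrast. It does not isolate induction, because 90.0% of its calls had the same sign at 0 h. Of 4641 RNA-seq calls tested in iSLAM-seq, 1620 (34.9%) had opposite signs, fewer than had the same sign (Fisher's exact p = 6.43e-96, two-sided, across genes, which are not independent replicates). With calls scaled to the germline list, 5591 of 11422 (48.95%) had opposite signs, but nearly all of those calls were higher, so that share does not measure agreement. The odds ratio for the same sign was 3.51, and 6.00 under that scaling. Of 2406 genes called in both assays, 641 had opposite signs, and 202 of these were peak-linked. The 8 of smallest RNA-seq p were Kcnq1ot1, D10Wsu102e, Greb1l, Ccnl2 and Ank1, higher in libraries labelled null and lower in Rhox10 libraries on average over 0.5 to 8 h, and Aard, Sap18 and Frmd6, the reverse. The sign differed from that of the average at 1 time for Frmd6 (-0.67 at 8 h), Kcnq1ot1 (0.0639 at 4 h) and Greb1l (0.077 at 8 h). The others kept 1 sign at all 5 induced times, although Sap18 was at only 0.00855 and 0.0197 at 4 and 8 h. Of these 8 genes only Frmd6 passed the test of change from 0 h (edgeR adjusted p = 0.000219). Its log2 fold change went from 0.45 at 0 h to -0.67 at 8 h. Kcnq1ot1 is antisense to another gene and the strand setting of the counts is not stated, so its value is uncertain.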

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

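The tests of gene lists, scaling and depth below were chosen after the results were seen; the counts of other splits were planned before.

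In RNA-seq, 73 groups of 4 values were examined for a library far from the others, and 4 stood out where 3.65 would by chance. The gap divided by the range was 0.841 for Ret in wild-type (replicate 1 at 41.1 CPM, the others from 44.6 to 45.3), 0.898 for Sohlh2 in libraries labelled null (replicate 4 at 3.77 CPM, the others from 2.52 to 2.64), 0.838 for Kit in libraries labelled null (replicate 4 at 5.11 CPM, the others from 6.49 to 6.75) and 0.871 for Stra8 in wild-type (replicate 4 at 2.85 CPM, the others from 3.91 to 4.07). The number is close to what chance gives, but 3 of the 4 libraries are replicate 4. Replicate 4 of the libraries labelled null also differed most from the others of its group over all genes, with chi-square statistics per degree of freedom of 4.59 to 5.13, against 1.42 to 1.62 among the other 3. In wild-type the values with replicate 4 were 1.84 to 3.03, against 1.25 to 1.72. Replicate 4 of the libraries labelled null thus departed from its group as a whole. Without it Sohlh2 was at -1.23 and Kit at -0.81, and without wild-type replicate 4 Stra8 was at -1.49, all still called. Calls numbered 4687 and 4468 in these fits. The cause of the departure was not tested, and no biological explanation was tested.

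The difference between Rhox10 and Ctrl libraries changed from 0 h for 494 genes by an interaction F-test. Among the genes named here the adjusted edgeR p-values were 5.94e-05 for Bmp2, 6.35e-06 for Srxn1, 1.35e-09 for Egr3, 0.0322 for Stag3, 0.000219 for Frmd6, 6.13e-05 for Bcl6b and 0.000924 for Lhx1. Lists of interferon-response and immediate-early genes were written after genes of both kinds had been seen among the changed genes, so these tests describe that pattern and are not independent of it. The median change of the 26 interferon genes from 0 to 8 h, Rhox10 relative to Ctrl, was 1.64 on the log2 scale, above 100% of 10000 random lists matched on expression. All 26 rose. The change from 0 to 8 h had a median of 0.0592 in Ctrl and 1.77 in Rhox10, so a response shared by both vectors was not seen. For 23 immediate-early genes the median was -0.84, above 0% of the matched lists. Their median change from 0 to 8 h was -0.298 in Ctrl and -0.975 in Rhox10, so both vectors fell, and the -0.84 is the fall in Rhox10 beyond that in Ctrl. The median difference between vectors was 0.665 at 0 h and -0.445 at 8 h, so part of this relative fall reversed a difference already present before induction. A candidate explanation for the interferon genes is a response of the cells to the activated fusion, but a difference between the cell populations, or their handling, cannot be told apart from it with 1 empty-vector comparison.

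The 7654 averaged calls were exceeded or equalled by 1 of 100 splits, the real one, drawn from the 512 that exchange vectors within same-numbered pairs at 0.5 to 8 h. The others gave a median of 0 calls and at most 5533. Of those calls, 90.0% had the same sign at 0 h and 2008 were also called there. Because Rhox10 RNA was present at 0 h too, activity without inducer and a pre-existing difference between the cell populations may both contribute, and the averaged contrast does not separate them.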

How the results depend on the processing

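Scaling to the germline list, library totals, the GC and length offset, removal of dominant genes and linking by GENCODE M21 were chosen after seeing the data. The 5071 RNA-seq calls became 2980 with DESeq2, all among the 5071, 446 with an absolute log2 fold change of at least 1, 7858 with library totals and 12211 with scaling to the germline list. Leaving out each library in turn gave from 4468 to 4687 calls across the 8 fits. Scaling to the germline list gave 10 list calls in place of 18. Of these, 8 were shared with the 18, 5 lower and 3 higher, and the other 2 were Pou5f1 and Rarg, both higher. List calls ranged from 17 to 18 across the 8 fits that each left out 1 library. Foxo1 and Taf4b lost their calls over all genes under DESeq2. Of the fits without 1 library, Foxo1 lost its call only without replicate 3 of the libraries labelled null (edgeR adjusted p = 0.0587). Taf4b lost its call in most of them: without wild-type replicate 1 or 4, or replicate 1, 2 or 3 of the libraries labelled null. Its edgeR adjusted p-values there ran from 0.0520 to 0.109.

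With the replicate block the RNA-seq calls numbered 5066 and the list calls 18. Same-numbered RNA-seq libraries are different animals, and the correlations of their deviations ran from -0.019 to 0.014.

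Signs reversed under scaling to the germline list for Dmrt1 (log2 fold change 0.32), Etv5 (0.20), Foxo1 (0.62), Sall4 (0.12), Taf4b (0.62), Aard (0.0204), Sap18 (0.0912) and Frmd6 (0.10). The scale shift of 0.875 is larger than each of these genes' falls.

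The 7654 averaged iSLAM-seq calls fell to 864 with an absolute log2 fold change of at least 1, and ranged from 6966 to 9035 across the 20 fits that each left out 1 library. The highest value came from leaving out Ctrl 0.5 h replicate 1, and leaving out replicate 2 gave 8315; this pair had the lowest correlation of any, 0.956, and the highest chi-square statistic per degree of freedom, 30.02. Fitting only the 4 libraries of a time point gave 0 calls at 0.5 h, where 2336 genes had an unadjusted p under 0.05. It gave 3604 at 1 h, 3516 at 2 h, 4816 at 4 h and 5237 at 8 h, each more than the fit of all libraries gave. That fit called 2983 genes at 0.5 h, which rest on a spread estimated mostly from closer pairs. Leaving out any library outside the Ctrl 0.5 h pair gave at most 7123 averaged calls. Whether that pair lowers the calls at the other times was not tested. Leaving out a library at a single time would leave 1 in an arm, so no such fit was made. The 494 genes changing from 0 h became 821 with DESeq2 and 1002 without the filter on low counts; the cause was not tested.

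The odds ratio of peak-linked genes among RNA-seq calls lost significance with any annotated peak (0.951) and with higher-scoring peaks (0.910). It was 1.47 with calls scaled to the germline list, but 12211 genes were then called and only 1327 were not. That value compares nearly all tested genes with the few left uncalled, so it cannot show whether the depletion reversed. Under TMM scaling the odds ratio was further below 1 among calls with an absolute log2 fold change of at least 1 (0.383, Fisher's exact p = 8.20e-14) and within expression deciles (0.737). Among iSLAM-seq calls it reversed to 0.903 within expression deciles. The share of peaks near a TSS was 81.6% within 1 kb, 93.9% among higher-scoring peaks and 91.5% by GENCODE M21. The direction comparison kept its side of the threshold under the 4 alternatives tried. With calls scaled to the germline list the share of opposite signs was 48.95%, but 12139 of those 12211 calls were higher, so the share follows the number of genes lower in iSLAM-seq and cannot show agreement or its loss. The odds ratio for the same sign was 3.51, and 6.00 under that scaling. Separate total counts and several rows per gene did not apply, since the table has 1 count per library and 1 row per gene.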

Other observations

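Apart from the counts of splits and the expression deciles, these tests were chosen after the results were seen.

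Of the 8 splits of the RNA-seq libraries that part all same-numbered pairs, 1, the real one, gave as many calls, and 1 gave as many list calls. The smallest share 8 splits can give exceeds 0.05, so these 8 alone cannot decide whether a chance division gives as many calls. The highest counts among the other 7 were 2 calls and 1 list call. The remaining 27 splits keep at least 1 pair together and gave at most 0 calls and 1 list call. Same-numbered libraries are different animals, with correlations of deviations from -0.019 to 0.014, so these 27 splits count as well. In both sets only the real split came near its 5071 calls and 18 list calls. These counts argue against a chance division of the libraries as the source of the calls. Calls numbered 5039 without the 8 genes above 1% of a library, but under TMM this removal shifted the median log2 fold change by only -0.00191, so it cannot decide whether those genes contribute. Across genes, the log2 fold change had a Spearman correlation of 0.302 with gene length and -0.0709 with GC content. A GC and length offset brought these to 0.0158 and 0.0555. It gave 4434 calls, of which 3774 were shared with the 5071, and 1297 were lost. The trend with length was nearly removed, so length does not fully explain the shared calls. The trend with GC content changed sign at a similar size, so a contribution of GC content to the calls cannot be told apart.

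The falls of spermatogonial genes may partly reflect a smaller share of germ cell RNA in the libraries labelled null. The 22 germline genes, chosen after falls of some had been seen, had a median log2 fold change of -0.87. After scaling to them, 5 of the 18 list genes, Zbtb16, Gfra1, Ret, Lin28a and Pou3f1, were still lower. Among the tested list genes, Pou5f1, whose promoter drives the reporter used for sorting, was not lower (-0.07, edgeR adjusted p = 0.783), nor was Rarg (0.05). A uniform loss of germ cell RNA alone would lower both. However, the sort selected cells by the Pou5f1 promoter, and Rarg had only 8 to 19 counts per library. These genes therefore cannot exclude such a loss. The somatic list written beforehand had a median of 0.43, above 100% of 10000 matched random lists, and 0.41 without its globins. More somatic RNA in the libraries labelled null is therefore a candidate explanation that remains for the other falls, and a loss of germline expression within germ cells cannot be told apart from it. Each library pools many cells, so the 5 genes still lower do not show a change within individual germ cells either.

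All 7 erythroid genes tested of 11 listed were higher. Globin and Slc4a1 reads together numbered 6 to 20 per wild-type library and 549 to 679 per library labelled null. RNA of blood cells is a candidate source, but the list was written after its genes were seen, so the 7 cannot decide it.

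Libraries labelled null detected 24746 to 25799 genes and wild-type libraries 22377 to 23385. After thinning to 1379870 counts without dominant genes, the lowest library labelled null still exceeded the highest wild-type library by 1245 genes. Depth does not account for this gap; a mixture of cell types was not excluded.

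Peaks were more frequent at expressed genes. Within expression deciles the odds ratios of peak-linked genes were 0.737 among RNA-seq calls and 0.903 among iSLAM-seq calls. The excess among iSLAM-seq calls was absent within deciles, where calls were instead peak-linked less often than other genes (Mantel-Haenszel 95% confidence interval 0.8367 to 0.9754). Expression level is a candidate explanation for the excess, but not for the depletion seen within deciles in both assays. For RNA-seq that depletion is of calls under TMM scaling. Calls scaled to the germline list, with an odds ratio of 1.47, were not tested within deciles.

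The peak the authors annotated to Dmrt1 was one of 18 whose stated distance differed by over 10000 bases from every start site of its gene in GENCODE M21. It was singled out after its values were seen. It lay 43 bases from a Kank1 start site, and whether it belongs to Dmrt1 was not tested.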
